A study of Mus musculus with 4 samples. Its data were reported in "SIRT7 links H3K36ac epigenetic regulation with genome maintenance in the mouse testis" (2026).

How the data were processed

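RNA-seq libraries were made from spermatogonia-enriched testis cells of mice at postnatal day (Pnd) 5. There were 2 wild-type (WT) samples and 2 samples lacking the deacetylase SIRT7 (Sirt7_KO). Per the labels and the study's methods, RNA came from frozen pellets of 200000 cells, and strand-specific mRNA libraries were sequenced on a DNBSEQ instrument as paired reads of 150 bp. Somatic cells had been reduced by differential plating, so that the preparations were enriched for spermatogonia and not sorted. The sequencing provider removed adapters, contaminants and low-quality reads. The authors aligned the remaining reads to GRCm39 with HISAT2 and counted them per gene with featureCounts. The deposited values are whole-number counts per gene, not normalized, with a column for each library. The versions, the gene annotation, the strand setting and the treatment of reads with several alignments are not given in the sources used here. Reads of overlapping genes, antisense genes, pseudogenes and gene families can therefore be split or dropped in ways that the counts do not show.

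The table holds 78275 genes with versioned Ensembl identifiers. After the version was removed, 78263 matched the GENCODE M39 annotation of GRCm39, 12 did not, and 61962 matched with the version. Names and positions were taken from that annotation. Where several identifiers shared a symbol, the identifier with the most counts kept it. Every column was used. Total counts ran from 22007504 to 22181066 per library, so that depth differed little between the groups, and a gene at a given level in CPM, counts scaled to a library of 1000000, rested on about as many reads in every library.

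Groups came from the sample labels. The comparison was Sirt7_KO against WT, fitted in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, which left 19736. Libraries were scaled by TMM, with factors from 0.994 to 1.00, and each gene was tested with the quasi-likelihood F test without covariates. P-values were adjusted by the Benjamini-Hochberg method over the 19736 genes, and a gene was called at an adjusted p under 0.1, the threshold the study used with DESeq2. Log2 fold changes are Sirt7_KO over WT and are given ± SE, the SE being the fold change divided by the square root of its F statistic. Expression is given in CPM as mean ± SD over the 2 libraries of a group.

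The design and 24 gene lists were fixed before the data were examined. They covered spermatogonia, germ cells, meiosis, the other cell types a Pnd 5 testis preparation can hold, sirtuins, the neighbours of Sirt7, and pathways tied to SIRT7 or to handling of cells. Some members had been seen in the study's source data before the lists were fixed. These were Arhgdia, P4hb, Mcrip1 and Pcyt2 among the Sirt7 neighbours, Postn, Col3a1 and Dcn in the stromal list, Rtp4 and Rnf213 in the interferon list, and Nr4a2, Nr4a3 and Cebpb in the immediate early list. Each list was tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01. Its p was adjusted over the 24 lists and called under 0.05. A further 3 lists, for sterol biosynthesis, adventitial fibroblasts and mesothelium, were written after the data were opened and appear only among the additional observations.

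Genes named in the text followed a fixed rule. It took Sirt7 and the other sirtuins, Zbtb16, Sumo2, every called gene, and from each list up to 4 called members. Where a list had none, it took the 2 members with the highest mean CPM and the 2 with the smallest p. Other genes are named as chosen after their values were seen.

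Alternatives to the processing were DESeq2 1.42.0, limma-voom, DESeq2 size factors, total-count scaling, no filter, a filter of 1 CPM in 2 libraries, an adjusted p under 0.05, the replicate number as a block, and each library left out in turn. List tests were repeated with an estimated correlation and with fry. The test was checked on counts simulated for the same 19736 genes from the means, library sizes and dispersions of these libraries, with 50 genes changed at each of 4 log2 sizes. Of the genes simulated at a log2 fold change of 1, 70.0% were called, and of those at -1, 64.0%. At 2 and -2 the shares were 100.0% and 90.0%. Unchanged genes made up 6.90% of calls, and 1 gene and 0 of 24 lists were called where nothing had been changed. The simulated genes varied independently, which genes in real libraries do not. The adjustment is also easier to pass when many genes change. The real comparison called 17 genes, so the simulated shares may be too high for it.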

Results

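Gene expression was measured by bulk RNA-seq in spermatogonia-enriched cells from Pnd 5 testes, an age at which the germ cells are spermatogonia. There were 2 WT and 2 Sirt7_KO libraries. SIRT7 is a nuclear NAD-dependent deacetylase whose targets include histone H3 acetylated at lysine 36. The study asked whether the loss of SIRT7, which raises this mark, goes with changes in transcription. Total counts were 22007504 and 22114233 in the WT libraries and 22181066 and 22048692 in the Sirt7_KO libraries. Mitochondrial transcripts took 4.15% and 4.15% of counts in WT and 4.25% and 4.13% in Sirt7_KO. Counts differed between the WT libraries by a chi-square of 3.48 per gene, over 15927 genes with at least 50 counts in the pair. The same measure was 7.57 between the Sirt7_KO libraries and 7.17 to 7.95 between libraries of different genotype. No pair agreed within sampling noise, so no library was merged with another as a repeat deposit. The study describes its replicates as biological, whereas the labels only number them, so p-values measure the spread between these samples.

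Sirt7 itself, on chromosome 11 from 120509197 to 120516066 (GRCm39), was at 704 and 692 counts in the WT libraries and at 129 and 122 in the Sirt7_KO libraries. Its mean fell from 31.6 ± 0.518 CPM to 5.71 ± 0.221 CPM (SD, n = 2), a log2 fold change of -2.47 ± 0.11 (SE; adjusted p = 3.63e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Which part of the gene gave the remaining reads was not analysed here. The other 6 sirtuins did not pass, from Sirt5 at -0.33 ± 0.23 to Sirt4 at 0.26 ± 0.24. Sirt1, the most abundant at 103 ± 0.534 CPM in WT, was at -0.09 ± 0.07, Sirt6 at -0.06 ± 0.10, Sirt2 at 0.05 ± 0.11 and Sirt3 at 0.08 ± 0.11. As a list, the 7 sirtuins were called lower (camera, adjusted p = 7.07e-09; adjusted p = 0.263 with an estimated correlation), a call that ended when Sirt7 was taken out, at an adjusted p of 0.860. Adjusted over the list alone, Sirt7 was again the only member past the threshold.

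Few genes were called between the genotypes in the main fit. Of 19736 genes tested, 17 passed, with 8 higher and 9 lower in Sirt7_KO. Sirt7 and 4 genes beside it made up 5 of the 17, and the other 12 comprised 5 higher and 7 lower genes. The higher genes away from Sirt7 included the nuclear receptors Nr4a2 and Nr4a3, and the lower ones included the matrix genes Postn, Mfap5, Col3a1, Dcn and Dpt. Zbtb16, which encodes the purity marker PLZF, was at 272 ± 9.26 CPM in WT and 267 ± 22.9 CPM in Sirt7_KO (-0.03 ± 0.07). Sumo2, a ubiquitin-like modifier gene whose locus the study displayed, was at 0.09 ± 0.06. At an unadjusted p under 0.05, 1702 genes differed, against 986.8 expected by chance. DESeq2 called 48 genes (26 higher, 22 lower), total-count scaling 12 (7 higher, 5 lower) and edgeR without a filter on low counts 0, with 2032 genes at an unadjusted p under 0.05. With the replicate number as a block 236 were called (129 higher, 107 lower), and at an adjusted p under 0.05 the main fit called 9 (5 higher, 4 lower). The count was 0 without WT replicate 1 and 0 without WT replicate 2 (596 and 824 genes at an unadjusted p under 0.05), 8 without Sirt7_KO replicate 1, of which 4 were among the 17, and 465 without Sirt7_KO replicate 2.

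**Figure D1:**
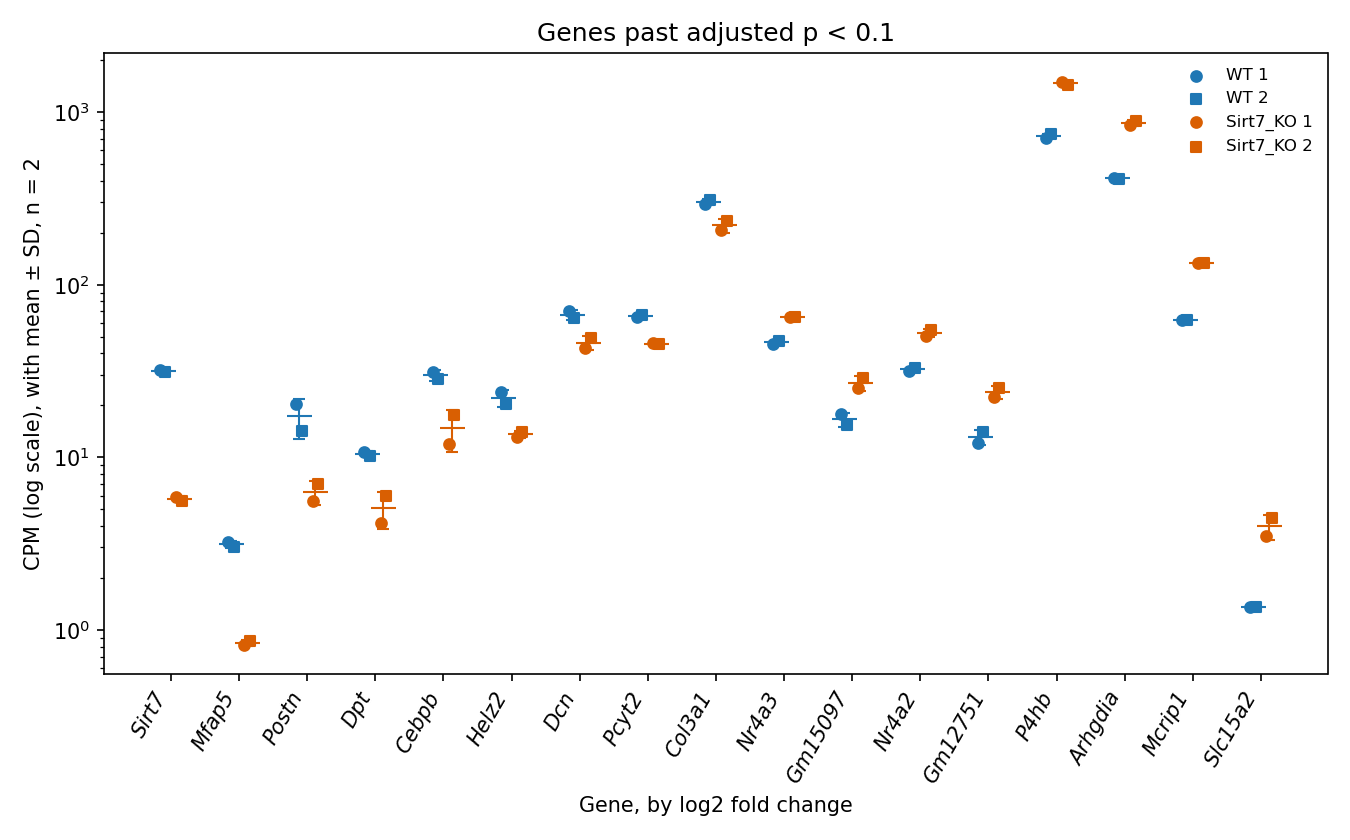
The plot gives the expression of the 17 called genes in CPM on a log axis, ordered by log2 fold change, with a point per library and the mean ± SD of each genotype (n = 2). For each of them, both Sirt7_KO libraries lay on the same side of both WT libraries, as with Sirt7 at 31.6 CPM in WT and 5.71 CPM in Sirt7_KO. Selection by p in these same libraries favours this, and the genotypes separated in 39.7% of all genes tested.

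Genes beside Sirt7 on chromosome 11 changed in both directions. Arhgdia rose from 413 ± 5.82 to 870 ± 33.0 CPM (SD, n = 2), a log2 fold change of 1.08 ± 0.06. P4hb, which encodes protein disulfide isomerase, rose from 728 ± 21.6 to 1469 ± 42.0 CPM (1.01 ± 0.06). Mcrip1, a regulator of CtBP-mediated repression, rose from 62.4 ± 0.169 to 133 ± 0.910 CPM (1.10 ± 0.06), and each of these 3 genes had an adjusted p of 1.93e-05. Pcyt2, an enzyme of phosphatidylethanolamine synthesis and the gene next to Sirt7, fell from 66.0 ± 1.42 to 45.6 ± 0.0344 CPM (-0.53 ± 0.07; adjusted p = 0.0349). Mcrip1, P4hb and Arhgdia lie within a 58.8 kb stretch from Gcgr (start 120413696) to the end of Arhgdia (120472469), which ends 36.7 kb before Sirt7. Chosen after their values were seen, the weakly expressed Gcgr, Gm11789, Ppp1r27 and Gm57341 in the same stretch were at 0.69 ± 0.24, 1.17 ± 0.46, 0.96 ± 0.54 and 0.82 ± 0.21, and Gm72642 at -0.11 ± 0.47, none of them past the threshold. Gm11789 overlaps Gcgr, Gm57341 overlaps P4hb and Gm72642 overlaps Arhgdia, so that their reads may not be separable. The next genes outward, also named after their values were seen, were Gm72471 at -0.39 ± 0.31 and Alyref at -0.28 ± 0.06, which did not pass. Of 29 measured members of the neighbour list, 3 rose, 1 fell and 25 did not pass, and adjusted over the list alone 4 were higher and 4 lower. The list was called higher (camera, adjusted p = 7.92e-06) although its median was 0.01. The call was lost with an estimated correlation (adjusted p = 0.263) and without WT replicate 1 (adjusted p = 0.0845). Its 4 called members had been seen in the study's source data, so the list is not independent evidence.

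**Figure D2:**
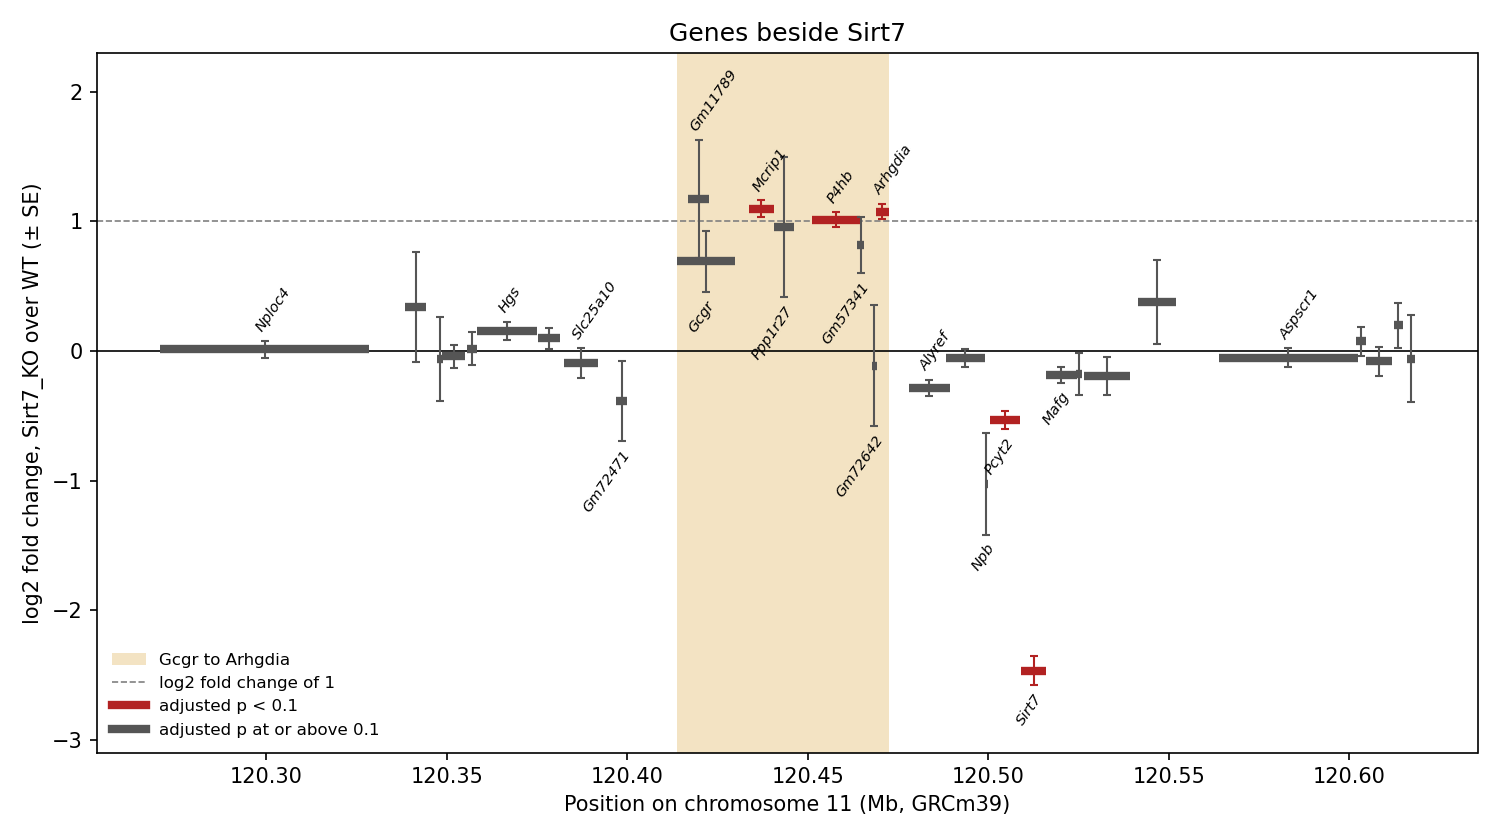
The map shows genes along chromosome 11 (GRCm39, in Mb) around Sirt7, each drawn as a bar from its start to its end at its log2 fold change, Sirt7_KO over WT, with its SE. Arhgdia at 1.08, P4hb at 1.01 and Mcrip1 at 1.10 lie at the dashed line inside the shaded stretch, Pcyt2 at -0.53 and Sirt7 at -2.47 lie to the right of it.

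The matrix genes Postn, Mfap5, Col3a1, Dcn and Dpt fell in Sirt7_KO, whereas most of the fibroblast list did not pass. Postn, which encodes periostin, fell from 17.3 ± 4.49 to 6.26 ± 1.00 CPM (SD, n = 2), at -1.47 ± 0.19. Mfap5, a microfibril component, fell from 3.12 ± 0.141 to 0.842 ± 0.0327 CPM (-1.89 ± 0.25), with adjusted p-values of 0.0261 for Postn and 0.0320 for Mfap5. Col3a1, a fibrillar collagen, fell by 0.45 on the log2 scale from 302 ± 13.6 CPM, and the proteoglycan gene Dcn fell by 0.54 from 67.0 ± 4.57 CPM. Dpt, a further matrix gene that the list does not hold, fell from 10.4 ± 0.428 to 5.07 ± 1.26 CPM (-1.04 ± 0.17). Of 25 stromal genes, 4 fell and 21 did not pass, and adjusted over the list alone 9 were lower and 1 higher. Postn, Col3a1 and Dcn had been seen in the study's source data. The list was called lower (camera, adjusted p = 5.11e-07; adjusted p = 0.751 with an estimated correlation), and the call was lost without Sirt7_KO replicate 1 (adjusted p = 0.256). The most abundant member, Sparc, was at 0.03 ± 0.10, and Col1a2 at 0.03 ± 0.08, both chosen after their values were seen.

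The remaining called genes were spread over the genome. Nr4a2 rose from 32.3 ± 1.08 to 52.5 ± 2.74 CPM (0.70 ± 0.08; adjusted p = 0.0165) and Nr4a3 from 46.3 ± 1.08 to 65.1 ± 0.0105 CPM (0.49 ± 0.07; adjusted p = 0.0621). The transcription factor gene Cebpb fell from 29.8 ± 2.18 to 14.7 ± 4.06 CPM (-1.01 ± 0.15; adjusted p = 0.0621). Slc15a2, which encodes a peptide transporter, rose from 1.36 ± 0.00577 to 3.98 ± 0.678 CPM (1.55 ± 0.23). Helz2, which encodes a helicase and transcriptional coactivator, fell by 0.71 on the log2 scale from 22.2 ± 2.50 CPM. Gm12751, a processed pseudogene on chromosome 4, rose from 13.1 ± 1.32 to 23.7 ± 2.01 CPM (0.86 ± 0.11), and Gm15097, a protein-coding gene on the X chromosome, from 16.6 ± 1.58 to 26.9 ± 2.62 CPM (0.70 ± 0.11). Reads of a pseudogene or of a gene family may come from similar copies, so these last values are uncertain.

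The gene lists asked whether groups of genes moved together. With the preset correlation, camera called 9 of 24 lists, 6 higher and 3 lower. With an estimated correlation it called 0, the smallest adjusted p being 0.263, and fry's directional test called 0, whereas fry's mixed test called 5. That repeat of camera rests on the fit's 2 residual degrees of freedom, so a call is hard to reach with it. For the sirtuin, Sirt7 neighbour and mitochondrial transcript lists the estimated correlation was -0.021, -0.0053 and -0.021, below the preset. Their unadjusted camera p still rose, from 1.18e-09, 1.98e-06 and 0.00403 to 0.0245, 0.0328 and 0.0931. Losing a call this way therefore does not show that correlation between genes produced it. The same preset test called 13 and 11 lists when the 4 libraries were split so that each side held 1 WT and 1 Sirt7_KO library.

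No list of germ line genes was called with all 4 libraries. Of 28 genes of undifferentiated spermatogonia, 0 passed over all genes with edgeR and 0 with DESeq2, 4 had an unadjusted p under 0.05, and adjusted over the list alone 2 were higher (camera, adjusted p = 0.972). These were Upp1, a uridine phosphorylase gene, at 0.42 ± 0.10, and Utf1, a chromatin-associated stem cell gene, at 0.47 ± 0.12, whereas Mcam was at -0.02 ± 0.07. Among 12 genes of differentiating spermatogonia, 0 passed over all genes with edgeR or DESeq2, adjusted over the list alone or at an unadjusted p under 0.05 (camera, adjusted p = 0.626). Stra8, the retinoic acid response gene, was at 0.14 ± 0.09, Dnmt3b at 0.15 ± 0.09, Ccnd2 at -0.08 ± 0.06 and Scml2 at -0.04 ± 0.08. The same counts were 0 for the 24 germ cell and piRNA pathway genes (adjusted p = 0.626). Dazl, an RNA-binding protein gene of germ cells, was at 622 ± 47.9 CPM in WT and at -0.02 ± 0.07, Piwil2 at -0.06 ± 0.07, Mael at 0.16 ± 0.08 and Tex14 at -0.15 ± 0.07. Of 32 measured meiotic prophase genes 0 passed over all genes with edgeR or DESeq2, 3 had an unadjusted p under 0.05, and adjusted over the list alone 1 was higher and 1 lower (adjusted p = 0.354). The synaptonemal complex genes Syce2 and Sycp2 were at 0.27 ± 0.07 and -0.34 ± 0.09, Stag3 at -0.08 ± 0.07 and Tex11 at -0.01 ± 0.09. Without Sirt7_KO replicate 1 the undifferentiated, germ cell and meiotic lists were called lower, at adjusted p-values of 0.0383, 0.00145 and 0.000548, and without WT replicate 2 the differentiating list was called higher, at 0.0159.

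Among the lists of other cell types that the preparation can hold, the stromal and erythroid lists were called. The erythroid list marks blood in the preparation. All 6 measured erythroid genes had positive fold changes, and 0 passed over all genes with edgeR or DESeq2, whereas 5 had an unadjusted p under 0.05 and 5 were higher adjusted over the list alone. Alas2, the first enzyme of heme synthesis in red cells, was at 5.36 ± 0.329 CPM in WT and 9.28 ± 1.09 CPM in Sirt7_KO (0.79 ± 0.15). The globin genes Hba-a1, Hba-a2 and Hbb-bs were at 0.44 ± 0.10, 0.46 ± 0.10 and 0.49 ± 0.13. Similar globin copies, such as Hba-a1 and Hba-a2, may share reads, so the 5 higher genes are not 5 separate observations. The list was called higher (camera, adjusted p = 3.56e-11; adjusted p = 0.271 with an estimated correlation). In the Sertoli, peritubular myoid, Leydig, macrophage and endothelial lists, 0 genes passed over all genes with edgeR or DESeq2 or adjusted over the list alone. The 21 Sertoli cell genes had 2 at an unadjusted p under 0.05 (camera, adjusted p = 0.626). Clu was at 1048 ± 3.07 CPM in WT and 1120 ± 251 CPM in Sirt7_KO (0.10 ± 0.11), Inha at 0.00 ± 0.08, Aard at -0.25 ± 0.09 and Ptgds at 0.38 ± 0.17. The Sertoli list was called higher without Sirt7_KO replicate 1 (adjusted p = 0.00110) and lower without Sirt7_KO replicate 2 (adjusted p = 5.27e-07). The 12 peritubular myoid genes had 1 at an unadjusted p under 0.05 (adjusted p = 0.115). Acta2, which encodes smooth muscle actin, was at 0.20 ± 0.14, Myh11 at 0.24 ± 0.11, Myl9 at 0.25 ± 0.11 and Smtn at 0.24 ± 0.09, and the list was called higher without Sirt7_KO replicate 1 (adjusted p = 1.49e-06). The 10 Leydig cell genes had 1 (adjusted p = 0.278), the 11 macrophage and leukocyte genes 0 (adjusted p = 0.860) and the 13 endothelial genes 1 (adjusted p = 0.111). Fdx1 was at 0.19 ± 0.07 and Scarb1 at 0.13 ± 0.06, the leukocyte genes Cd68, Laptm5 and H2-Aa at -0.09 ± 0.14, -0.37 ± 0.26 and 0.29 ± 0.27, and the endothelial genes Kdr, Tek, Eng and Cdh5 at -0.31 ± 0.13, -0.31 ± 0.15, 0.16 ± 0.12 and -0.08 ± 0.14. The endothelial list was called lower without WT replicate 1 (adjusted p = 1.01e-07).

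The interferon response list was called lower in Sirt7_KO with the preset correlation. Of 29 measured members, 22 had negative fold changes, with a median of -0.41, and in 17 both Sirt7_KO libraries lay below both WT libraries and in 3 above. The genotypes separated in either direction in 39.7% of all genes tested, where chance gives 33.3%. With edgeR 0 passed over all genes. DESeq2 called 3, with Rtp4 and Rnf213 lower and, named after its values were seen, Gbp3 higher. Of the 29 members 18 had an unadjusted p under 0.05, and adjusted over the list alone 15 were lower and 3 higher. Rtp4, a receptor-transporting protein gene, was at 4.24 ± 1.97 CPM in WT and 0.819 ± 0.450 CPM in Sirt7_KO (-2.36 ± 0.40; adjusted p = 0.112), at -3.07 without Sirt7_KO replicate 1 and at -1.89 without Sirt7_KO replicate 2 (adjusted p = 0.368 and 0.0447). The ubiquitin ligase genes Rnf213 and Trim25 were at -0.41 ± 0.07 and -0.18 ± 0.07. Rtp4 and Rnf213 had been seen in the study's source data. The call (camera, adjusted p = 2.20e-12) was lost with an estimated correlation, at an adjusted p of 0.263. Among 28 immediate early and dissociation response genes, Nr4a2 and Nr4a3 rose, Cebpb fell and 25 did not pass. Adjusted over the list alone 6 were higher and 2 lower. These 3 genes had been seen in the study's source data, and the list was not called (camera, adjusted p = 0.0646), although without WT replicate 1 or without Sirt7_KO replicate 1 it was called higher (adjusted p = 0.00556 and 3.15e-06).

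The lists of DNA repair and DNA damage response genes were not called with all 4 libraries. Of 39 double-strand break repair genes 0 passed over all genes with edgeR or DESeq2 or adjusted over the list alone, and 1 had an unadjusted p under 0.05 (camera, adjusted p = 0.633). Parp1, a sensor of DNA breaks, was at 645 ± 15.8 CPM in WT and 647 ± 38.98 CPM in Sirt7_KO (0.00 ± 0.06), Rpa2 at 0.05 ± 0.07, the checkpoint kinase gene Chek1 at -0.21 ± 0.09 and Nbn at -0.15 ± 0.08. That list was called lower without Sirt7_KO replicate 1 (adjusted p = 0.000984) and higher without Sirt7_KO replicate 2 (adjusted p = 0.0377). The same counts were 0 and 1 for the 25 p53 target genes (adjusted p = 0.626), with Mdm2 at -0.07 ± 0.06, Sesn2 at 0.01 ± 0.08, Pmaip1 at -0.32 ± 0.14 and Plk2 at 0.14 ± 0.07.

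The ribosomal protein list was called higher in Sirt7_KO with the preset correlation. Of 84 members, 77 had positive fold changes, with a median of 0.12. With edgeR 0 passed over all genes and DESeq2 called 3 (Rps21, Rps29 and, named after its values were seen, Rplp2), 26 had an unadjusted p under 0.05, and 19 were higher adjusted over the list alone. Rps21 and Rps29 were at 0.44 ± 0.09 and 0.33 ± 0.06, whereas the more abundant Rpl4 and Rpsa were at 0.05 ± 0.07 and 0.00 ± 0.07. The call (camera, adjusted p = 1.73e-15) was lost with an estimated correlation, at an adjusted p of 0.395. Across 9976 other genes at 10 CPM or more, fold changes fell with transcript length (Spearman correlation of -0.32, across genes, which are not independent replicates), and ribosomal protein transcripts are short. Of 28 RNA polymerase I and nucleolus genes, a machinery that SIRT7 is known to activate, 0 passed over all genes with edgeR or DESeq2 or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (adjusted p = 0.360). Polr1h was at 0.28 ± 0.10, Taf1c at 0.23 ± 0.09, Ncl at -0.05 ± 0.08 and Npm1 at 0.02 ± 0.07, and the list was called higher without Sirt7_KO replicate 2 (adjusted p = 0.0146).

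Mitochondrial and endoplasmic reticulum genes were also called higher as lists, with 0 members past the threshold over all genes with edgeR. Of 77 measured mitochondrial ribosome genes 55 had positive fold changes, with a median of 0.05, 5 had an unadjusted p under 0.05, and 0 passed with DESeq2 or adjusted over the list alone. Mrps24 was at 0.24 ± 0.09, Mrpl38 at 0.18 ± 0.07, Mrps5 at 0.14 ± 0.07 and Mrpl37 at 0.05 ± 0.07. The call (camera, adjusted p = 0.0147) was lost with an estimated correlation (adjusted p = 0.897), without WT replicate 2 (adjusted p = 0.108) and without Sirt7_KO replicate 1 (adjusted p = 0.716). Of 13 transcripts of the mitochondrial genome DESeq2 called 1 (mt-Atp6), 4 had an unadjusted p under 0.05, and 4 were higher adjusted over the list alone. They included mt-Nd4l at 1.33 ± 0.31 and mt-Atp6 at 0.24 ± 0.06, whereas the more abundant mt-Co1 and mt-Co3 were at -0.05 ± 0.06 and 0.02 ± 0.08. In Sirt7_KO, mt-Nd4l was at 141 and 368 CPM, and without Sirt7_KO replicate 2 its value was 0.48 (adjusted p = 0.0112). That call (camera, adjusted p = 0.0121) was lost with an estimated correlation (adjusted p = 0.395) and without WT replicate 1 (adjusted p = 0.306). Of 24 unfolded protein response genes 19 had positive fold changes, with a median of 0.08, 3 had an unadjusted p under 0.05, and 0 passed with DESeq2 or adjusted over the list alone. The chaperone genes Hspa5, Calr, Dnajb9 and Pdia4 were at 0.05 ± 0.06, 0.10 ± 0.06, 0.20 ± 0.07 and 0.16 ± 0.06. The call (camera, adjusted p = 0.00829) was lost with an estimated correlation (adjusted p = 0.751), without WT replicate 1 (adjusted p = 0.121) and without Sirt7_KO replicate 2 (adjusted p = 0.104).

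The list of enzymes of the H3K36 mark and of histone acetylation was not called (camera, adjusted p = 0.296). Of its 22 genes 0 passed over all genes with edgeR or DESeq2, adjusted over the list alone or at an unadjusted p under 0.05. The acetyltransferase gene Kat2b was at -0.15 ± 0.08, Crebbp at -0.01 ± 0.06, the methyltransferase gene Nsd1 at -0.13 ± 0.07 and the deacetylase gene Hdac6 at 0.03 ± 0.06. Of 26 cell cycle genes 0 passed over all genes with edgeR or DESeq2 or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (adjusted p = 0.111). The mitotic kinase gene Plk1 was at 0.23 ± 0.07, Pcna at 0.19 ± 0.08, Top2a at -0.06 ± 0.08 and Mcm2 at 0.02 ± 0.08, and the list was called higher without Sirt7_KO replicate 2 (adjusted p = 2.61e-07).

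**Figure D3:**
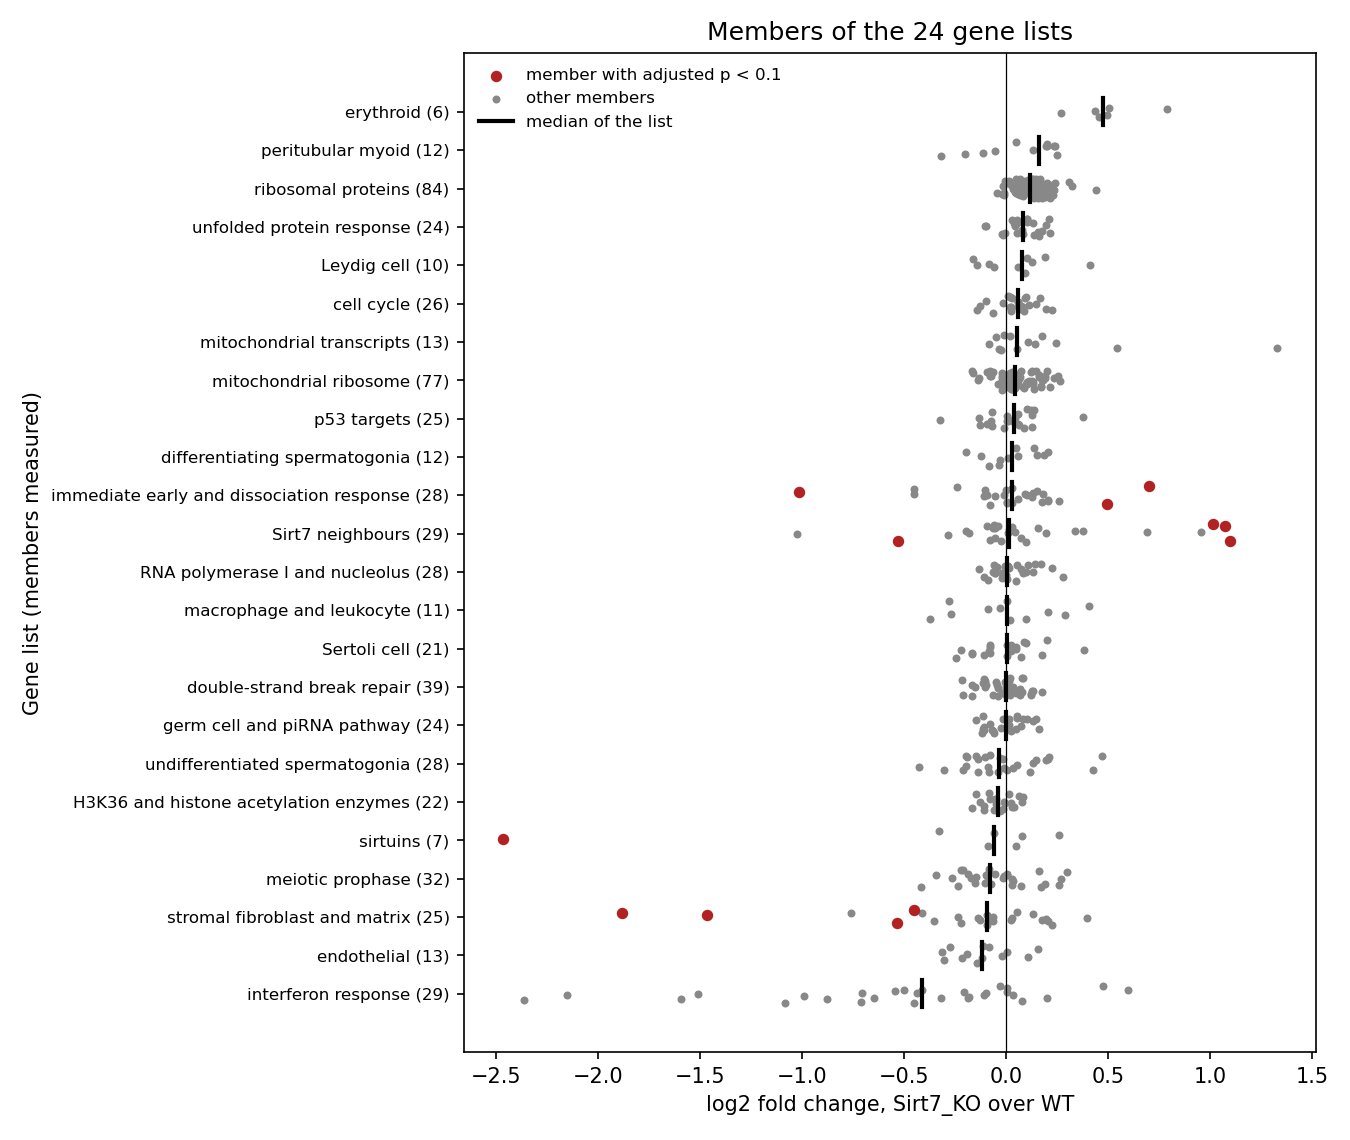
The plot gives the log2 fold change, Sirt7_KO over WT, of each measured member of the 24 lists as a point, with the median of each list as a bar and members past the threshold in red. The medians run from -0.41 for interferon response genes to 0.48 for erythroid genes, and most other lists lie close to 0.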

Values the study reported

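Using DESeq2 with adjusted p-values, the study reported 26 upregulated and 22 downregulated transcripts in spermatogonia without SIRT7.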

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

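Alternatives that count calls outside Sirt7 and its listed neighbours, remove the gene-length trend or take Sirt7 out of the sirtuin list were chosen after seeing the data. All 17 called genes kept their direction in each of the 12 alternatives run on them. This could hardly come out otherwise, since for each gene both Sirt7_KO libraries lay on the same side of both WT libraries. The alternative at an adjusted p under 0.05 also reuses the main fit. Calls of the 17 were kept under DESeq2, DESeq2 size factors, the 1 CPM filter and the replicate block. Total-count scaling and limma-voom kept 12 each.

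The count of 17 (8 higher, 9 lower) became 48 (26 and 22) with DESeq2 and 9 (5 and 4) at an adjusted p under 0.05. Total-count scaling left 5 lower genes, and 5 higher genes lay outside Sirt7 and its neighbours. Without a filter the counts were 0, 0 and 0, and Sirt7 was at -2.46 with an adjusted p of 0.433. The prior degrees of freedom of edgeR's test, which say how much the spread of other genes adds to each gene's own, were then 1.49 against 8.85. Leaving out a library gave 0 to 465 genes (0 to 175 higher, 0 to 290 lower), with Sirt7 from -2.51 to -2.42. The prior degrees of freedom were 3.13 and 3.23 without either WT library and 12.9 without Sirt7_KO replicate 2, and the lone library of a group was assumed to vary like the other group.

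The labels number the samples 1 and 2 in both groups and give no shared litter or day. The deviations of same-numbered samples correlated at 0.04 across genes. This cannot exclude a shared litter or day that acts on some genes, so whether the numbers mark pairs stays open. The fit with a replicate block called 236 genes (129 higher, 107 lower), and the peritubular myoid list (adjusted p = 0.0285). It had 1 residual degree of freedom and prior degrees of freedom of 21.65 against 8.85 in the main fit. It therefore leaned more on the spread of other genes, and its higher count does not show that the numbers mark pairs.

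With an estimated correlation, calls were lost for the sirtuins, Sirt7 neighbours and interferon lists (each adjusted p = 0.263), erythroid (0.271), ribosomal protein and mitochondrial transcript (each 0.395), stromal and unfolded protein response (each 0.751) and mitochondrial ribosome lists (0.897). With fry's directional test the same calls were lost, at 0.226 (sirtuins), 0.246 (neighbours and interferon), 0.443 (erythroid and mitochondrial transcripts), 0.328 (ribosomal proteins), 0.615 (stromal), 0.461 (unfolded protein response) and 0.675 (mitochondrial ribosome). With fry's mixed test the erythroid (0.324), ribosomal protein (0.128), mitochondrial ribosome (0.419), mitochondrial transcript (0.415) and unfolded protein response (0.324) calls were lost, and the immediate early list was called (0.0256). Without a filter the sirtuin (0.225), neighbour (0.384) and mitochondrial transcript (0.0504) calls were lost, and the immediate early (0.0336) and cell cycle (0.0345) lists were called. With the length trend removed the neighbour (0.256) and mitochondrial transcript (0.0830) calls were lost, and without Sirt7 the sirtuin call (0.860). The cause was not tested.

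Leaving out each library in turn gave these ranges of adjusted p. Lists not called with all libraries: undifferentiated 0.0383 to 0.685, differentiating 0.0159 to 0.870, germ cell 0.00145 to 0.509, meiotic 0.000548 to 0.497, Sertoli 5.27e-07 to 0.727, peritubular myoid 1.49e-06 to 0.456, endothelial 1.01e-07 to 0.226, double-strand break repair 0.000984 to 0.825, immediate early 3.15e-06 to 0.955, RNA polymerase I 0.0146 to 0.514 and cell cycle 2.61e-07 to 0.350. The undifferentiated, Sertoli and double-strand break repair lists reversed direction in at least 1 of these fits. Called lists: stromal 3.41e-12 to 0.256, neighbours 1.49e-06 to 0.0845, mitochondrial ribosome 3.48e-05 to 0.716, mitochondrial transcripts 5.59e-05 to 0.306 and unfolded protein response 0.000723 to 0.121. Erythroid, sirtuin, interferon and ribosomal protein calls were kept in every such fit. List calls did not change with DESeq2 size factors, total-count scaling, the 1 CPM filter or the neighbours taken out of other lists. Depth limits mainly the weakly expressed genes, such as Ppp1r27 beside Sirt7, with an SE of 0.54.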

Other observations

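The tests of an added copy, of flanking DNA, of the share of fibroblasts and of transcript length, the final bounds for GC content, and the sterol list, were chosen after the results they bear on had been seen. The sterol list was written after Mvd, Fdft1 and Dhcr7 had been seen among the smallest p-values. All 24 genes of sterol biosynthesis and its control had positive fold changes, with a median of 0.21, and in 22 both Sirt7_KO libraries lay above both WT libraries, where the genotypes separated in either direction in 39.7% of all genes tested. With edgeR 0 passed over all genes, DESeq2 called 4 higher (Mvd, Fdft1, Dhcr7 and, named after its values were seen, Lss), and adjusted over the list alone 18 were higher. Mvd, Fdft1 and Dhcr7, enzymes of the mevalonate and cholesterol pathways, were at 0.40 ± 0.07, 0.34 ± 0.06 and 0.35 ± 0.07. Srebf2, the regulator of the pathway and like these 3 genes named after its values were seen, was at 0.17 ± 0.06. The unadjusted p of the list was 2.07e-21 with camera's preset correlation, 0.108 with an estimated correlation, 0.0620 with fry's directional test and 1.61e-21 with the length trend removed.

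Fold changes of the interferon list genes varied, but whether they differed beyond their errors was not tested. Named after their values were seen, Ifit1, Mx2, Xaf1 and Eif2ak2 were at -2.15 ± 0.43, -1.08 ± 0.26, -0.99 ± 0.23 and -0.71 ± 0.13, whereas the chemokine gene Cxcl10, Gbp3 and Oasl2 were at 0.60 ± 0.21, 0.48 ± 0.11 and 0.20 ± 0.08 and Stat2 at 0.00 ± 0.09. Ifit1 and Mx2 were weakly expressed. Ifit1 was at 1.13 ± 0.251 CPM in WT and 0.250 ± 0.0963 CPM in Sirt7_KO, and Mx2 at 4.05 ± 1.39 and 1.91 ± 0.194 CPM. Of 6 measured mesothelial genes, 0 passed over all genes with edgeR or DESeq2 or adjusted over the list alone, with a median of 0.11 and an unadjusted camera p of 0.320.

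The first pattern weighed is the higher level of genes between Gcgr and Arhgdia, where 3 of 8 measured genes passed. Reads shared with near-identical copies were tested through the 50-base words of the canonical transcripts of Mcrip1, P4hb and Arhgdia, of which 0% occurred in transcripts of genes elsewhere. DNA of another strain reaching up to 5 Mb beyond the span from Gcgr to Sirt7 was weighed next. The study's methods name the same strain background for both genotypes. Of 167 tested genes in that range, 0 passed where 3 times the overall share would give only 0.432, so the counts leave this explanation open. Among them, 7.78% had an unadjusted p under 0.05 against 8.62% of all genes. An added copy of the stretch also stays open, since the 8 fold changes as a set were not told apart from a log2 value of 1 (chi-square p = 0.146, with Gm72642 2.38 SE below it), but the bounds of the stretch were read off the same fold changes. A regulatory effect of the altered Sirt7 locus or of the loss of SIRT7 was not tested, and DNA itself was not analysed here.

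The second pattern is the stromal matrix list, of whose 25 genes 4 fell. A smaller share of all fibroblasts would lower the members by a common amount only if no other cell type in the preparation expressed them. That condition was not tested. The members differed from a common amount beyond their errors (heterogeneity chi-square p = 5.02e-38). Postn was at -1.47 ± 0.19, Tcf21 at 0.40 ± 0.12 and the abundant Sparc at 0.03 ± 0.10, the last 2 chosen after their values were seen. Unequal changes had been seen before this test was chosen, so it cannot decide on the share of fibroblasts. Less adventitial or capsule tissue cannot be told apart from a change within fibroblasts, because the 15 measured adventitial genes had a median of -0.20, with a bootstrap interval over genes of -0.29 to -0.08, between the bounds set for and against it. Of these 15, 0 passed over all genes with edgeR or DESeq2 and 6 were lower adjusted over the list alone, with, also chosen after their values were seen, Scara5 at -0.29 ± 0.10 and the abundant Sema3c and Gsn at -0.19 ± 0.09 and -0.23 ± 0.09, and the unadjusted list p was 0.000326 with camera's preset correlation and 0.272 with an estimated correlation. Differential plating is meant to remove such cells, and an effect of SIRT7 loss on them was not tested.

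The third pattern is the positive median of the ribosomal protein genes, of which 0 of 84 passed over all genes with edgeR, 3 passed with DESeq2 and 26 had an unadjusted p under 0.05. After the trend with GC content was removed, the median was 0.11 (bootstrap interval over genes 0.09 to 0.13) against 0.12 before. That trend across other genes thus accounted for little of the median. The bounds for this test were set after the values were seen, and the bootstrap treats genes as independent. Removing the trend with transcript length brought the median to 0.0486 (interval 0.02 to 0.06), which lies on the bound set for this explanation, so that its part cannot be told apart. The list was still called by camera at the preset correlation (adjusted p = 1.24e-14). At that setting camera also called 13 and 11 lists in the splits that mixed the genotypes, so this call does not show what remains beyond length. Between single libraries the Spearman correlation of the log2 ratio, WT over Sirt7_KO, with length was 0.20 to 0.29, against -0.12 between the WT and -0.03 between the Sirt7_KO libraries. Whether loss of SIRT7 itself changes ribosomal protein transcripts was not tested.

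With 3 ways to split 4 libraries into 2 and 2, no share under 0.05 can be had. The real split called 17 genes and the highest other split 4, so that 1 of the 3 splits reached the real count. For lists, the real split called 9 and the highest other split 13, so that 3 of the 3 splits reached the real count.

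With edgeR, 8 genes were higher and 9 lower at an adjusted p under 0.1. Both counts are lower than those quoted from the study above. With DESeq2 the counts were 26 higher and 22 lower. These equal the quoted counts, and all 17 genes called by edgeR were among them.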
